A study of Mus musculus with 43 samples. Its data were reported in "Setdb1-mediated H3K9 methylation is enriched on the inactive X and plays a role in its epigenetic silencing" (2016).

How the data were processed

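The series holds 43 samples from mouse embryonic fibroblasts (MEFs), which are cells cultured from embryos of *domesticus* dams and *castaneus* sires and transduced with a retrovirus carrying a short hairpin RNA. The labels place them in 18 groups, made of 3 kinds of cells and 6 kinds of library. The extraction protocol in the labels names NSCs, whereas the titles, sources and tissue name MEFs, and MEFs were taken as right. The kinds of cells were female *Setdb1*+/+ *Xist* ∆A/+ cells with a non-silencing hairpin (female), female *Setdb1* +/gt *Xist* ∆A/+ cells with a hairpin against *Setdb1* (Setdb1-depleted), and male *Setdb1*+/+ cells with the non-silencing hairpin (male). The *Setdb1* gt allele is a gene trap, and the *Xist* ∆A allele forces the other X to be the inactive one. Chromatin immunoprecipitation was run for H3K9me2, H3K9me3, H3K27me3 and Setdb1 (32 libraries for the 4 targets) and for total H3 (8 libraries), with 3 whole cell extract (WCE) libraries. Each target had 3 libraries in female cells, 2 in Setdb1-depleted cells and 3 in male cells.

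The deposited files are 12 lists of peaks, 1 per target and kind of cell, each called after the authors had pooled the libraries of that group. They hold 0 columns for single libraries, so no value has a replicate error and no test between groups was possible. The authors aligned single-end reads with Bowtie2 to an mm10 genome in which bases that differ between the strains were masked. For the histone marks the authors called broad peaks with the MACS-style caller of Seqmonk (fragments of 10 kb, p under 1.000e-05) with H3 as the control. Their methods do not state for peak calling which pooled H3 library was the control of which call. Those deposited lists give positions in steps of 5 kb and no score for the mark. They also give, in log2 units, the H3 reads that each pool has in the peak, and the deposited log2 values were scaled by the authors to the deepest H3 pool. After the scaling was undone, 100% of these values were whole reads in each pool, and the Setdb1-depleted and male pools had 61.6% and 71.8% of the depth of the female one.

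For Setdb1 the authors pooled alignments with samtools and ran MACS2 2.1.0.20140616 against the WCE library of the same cells with down-sampling and p under 0.001, per the file headers. MACS2 wrote a pileup at the summit, which is a read coverage signal after down-sampling as the authors ran it. It also wrote a fold enrichment, which per the file headers is the ratio of pileup to local background, and the −log10 p-value and −log10 q-value of each deposited peak. In the header of the Setdb1-depleted list the ChIP input is named as gene trap cells with the non-silencing hairpin, whereas the labels give the hairpin against *Setdb1*. The labels were followed, and for this list the hairpin is uncertain. The values of each peak depend on the depth of each list. Fixed thresholds on −log10 p and on the q-value were still applied to every list, and the peaks that passed were compared between lists. Those comparisons carry the differences in depth. The read length was 100 bp, and MACS2 estimated fragment lengths of 101 bp (female), 97 bp (Setdb1-depleted) and 98 bp (male), which are close to the read length. The lists also named alternative estimates of 520 and 536 bp (female), 457 and 580 bp (Setdb1-depleted) and 514 bp (male). The fragment length sets how far reads are extended, so the widths of Setdb1 peaks follow from it.

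All computations here started from those lists, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. Positions are 1-based in mm10. Genes came from GENCODE release M21 and sequence from GRCm38.p6, which is the same assembly as mm10. Chromosome X was taken as 171 Mb long and the 19 autosomes as 2463 Mb. Peaks on chromosome Y and on scaffolds entered no comparison of X with autosomes, but are part of the medians and q-value shares given for whole Setdb1 lists.

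Numbers of peaks have exact Poisson 95% intervals, and shares of peaks have exact Clopper-Pearson 95% intervals. The X excess between a pair of lists is the odds ratio of X against autosomal peaks, with a conditional exact 95% interval. All of these intervals cover counting error only, since peaks called on one pool are not independent samples. X was also ranked among the 20 chromosomes by the log2 ratio of peaks per Mb. Correlations used the percent of each 50 kb bin of X covered by peaks, genes or pseudogenes, over 3421 bins. Two-sided permutation p-values came from shifting one track around the chromosome by every whole number of bins. The smallest value that these shifts can give is 0.000292.

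Overlaps required at least 1 bp. Female peaks found in another list were set beside 200 random rotations of that list along each chromosome. Setdb1 peaks within histone peaks were tested by 1000 rotations of the Setdb1 peaks along each chromosome, past the first 3 Mb, with two-sided permutation p-values of which 0.001 is the smallest possible. The same 1000 rotations, applied to the H3K27me3 peaks, tested lost against kept H3K9 peaks. Benjamini-Hochberg adjustment was made within each family of tests. Copies of the 31 bases at each Setdb1 summit were counted in the genome on both strands, beside 10 random positions per peak on the same chromosome and 1000 on an unplaced scaffold. A summit whose 31 bases occur once is called single-copy below and any other multi-copy. Reads were 100 bp, so bases beside a multi-copy summit can still give a read 1 place. The copy classes therefore do not show which reads were shared between places. Copy classes were compared by two-sided Fisher exact tests, which treat peaks as independent.

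The genes and peaks named in the text follow a rule set before the data were examined. They are the 3 Setdb1 peaks with the highest −log10 p-value on X and on autosomes in each list, the 1 widest X peak of each histone list, peaks that overlap *Xist*, *Tsix*, *Ftx*, *Cdx4*, *Chic1*, *Nap1l2*, *Rlim*, *Pgk1* or *Polrmt*, and the autosomes with the highest and lowest log2 ratio. The region within 1 Mb of *Xist* was taken as the X inactivation centre.

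The rotation test, the circular shifts and the odds ratio interval were tested on simulated data. For female Setdb1 peaks of X within H3K9me3 peaks, over 112 peaks, 200 simulations with no excess gave a p-value under 0.05 in 4% of cases. With 30% of peaks planted in H3K9me3, 200 simulations gave one in 100%. Each peak with no excess was placed at random on its own, so clustered peaks were not simulated. For H3K9me3 and H3K27me3 over 3421 bins, the unrelated track was the H3K27me3 track shifted at random. A p-value under 0.05 came in 7.5% of these simulations, and in 83% after 0.3 of the H3K9me3 track had been added. A random shift is itself among the shifts of the test, which fixes the expected share. The 7.5% therefore does not test calibration. The odds ratio interval for H3K9me3 between female and male covered the simulated value in 96% of 500 simulations.

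The alternatives tried before the data were examined were stricter thresholds (Setdb1 peaks with −log10 p of at least 5, histone peaks at least 20 kb wide), equal numbers of the strongest peaks in both lists (by −log10 p, or by width for the histone marks), merging of peaks under 10 kb apart, covered bases in place of numbers, X without its densest 5 Mb window, the median autosome as reference, chromosome length without unsequenced bases, bins of 10 and 200 kb, bins past 5 Mb that held a histone peak, bins covered or not, an overlap of at least 50% and summits in place of peaks. Alternatives chosen after the data were seen were Setdb1 peaks with a q-value under 0.05, single-copy Setdb1 summits, and all annotated genes except pseudogenes. The DNA methylation and expression data of the study were not analysed here, and neither were reads split by allele.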

Results

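To ask where repressive histone marks and the H3K9 methyltransferase Setdb1 lie on the inactive X, the study ran ChIP-seq for H3K9me2, H3K9me3, H3K27me3 and Setdb1 in female, Setdb1-depleted and male MEFs. The values below come from 1 pooled list of peaks per target and kind of cell, so no difference could be set against a spread between replicates. For Setdb1, 57400561 ChIP reads from female cells, 22386381 from Setdb1-depleted cells and 16482475 from male cells were pooled. After duplicate reads were removed and the larger of the ChIP and WCE libraries was down-sampled, 18134299, 14405821 and 12320583 reads respectively entered the calls. The depth of the histone mark libraries is unknown from the files.

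The H3 reads inside female peaks gave a check of the labels. In male cells, the median H3 density of female H3K9me3 peaks relative to female cells was lower on X than on autosomes by a log2 difference of −0.93, a ratio of 0.525. That difference was −0.99 at H3K9me2 peaks and −0.96 at H3K27me3 peaks. In Setdb1-depleted cells the corresponding ratios lay between 0.993 and 1.01. These ratios follow the number of X chromosomes given by the labels.

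The number of peaks per Mb on X and on autosomes asks whether a mark accumulates where an inactive X is present. In female cells H3K9me2 had 306 peaks on X, a density of 1.79 per Mb (95% interval 1.59 to 2.00), and 1639 on autosomes, a density of 0.666 per Mb (0.634 to 0.699). H3K9me3 had 1086 peaks on X at 6.35 per Mb (5.98 to 6.74) and 5820 on autosomes at 2.36 per Mb (2.30 to 2.43). H3K27me3 had 794 peaks on X at 4.64 per Mb (4.33 to 4.98) and 7293 on autosomes at 2.96 per Mb (2.89 to 3.03). Setdb1 had 112 peaks on X at 0.655 per Mb (0.539 to 0.788) and 1104 on autosomes at 0.448 per Mb (0.422 to 0.476). The density on the female X was therefore 2.69 times that on autosomes for both H3K9me2 and H3K9me3, 1.57 times for H3K27me3 and 1.46 times for Setdb1. The alternative that moved a density most was the stricter threshold, under which the density of H3K9me2 on autosomes of Setdb1-depleted cells went from 0.487 to 0.103 per Mb.

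**Figure D1:**
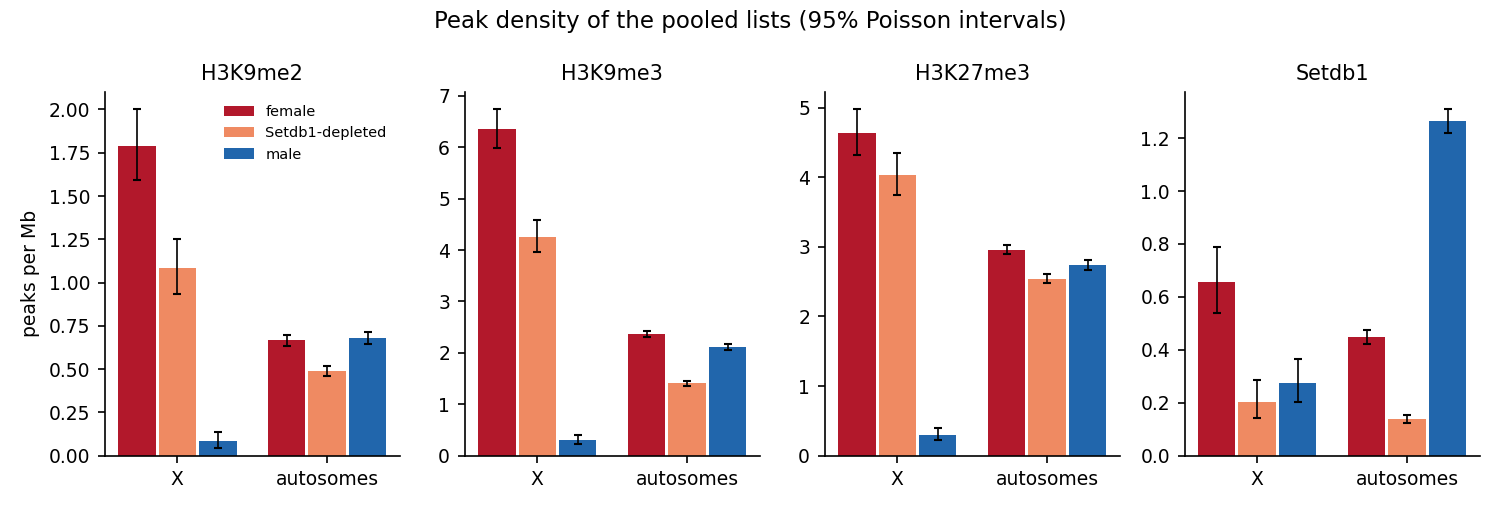
Peaks per Mb on chromosome X and on autosomes for each target in female, Setdb1-depleted and male cells, with bars starting at 0 and error bars giving 95% Poisson intervals for counting error. On X, H3K9me3 had 6.35 peaks per Mb in female cells, 4.26 in Setdb1-depleted cells and 0.310 in male cells.

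Male cells had far fewer peaks on X. The male list held 14 H3K9me2, 53 H3K9me3 and 51 H3K27me3 peaks on X, against 1674, 5217 and 6745 on autosomes. The odds of an X peak were 22.3 times higher in the female than in the male list for H3K9me2 (95% interval 13.0 to 41.5), 18.4 times for H3K9me3 (13.9 to 24.7) and 14.4 times for H3K27me3 (10.8 to 19.5). Among all alternatives the largest change was for H3K27me3, whose ratio was 51.5 when covered bases replaced the number of peaks. These ratios were not corrected for the single X of male cells, in which the depth-scaled H3 density at female H3K9me3 peaks of X, relative to autosomes, was 0.525 of that in female cells.

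For Setdb1 the male list had 47 peaks on X and 3113 on autosomes, more on autosomes than the female list although fewer reads had entered the call. The odds of an X peak were 6.72 times higher in the female list (95% interval 4.70 to 9.72). This combined 2.38 times as many X peaks in female cells with 0.355 times as many autosomal peaks. As for the histone marks, the odds ratio was not corrected for the single X of male cells. How much of the X part follows from copy number was not tested. Among peaks with a q-value under 0.05 the ratio was 6.99 (3.23 to 15.2) and came mostly from autosomes, with 136 peaks in female and 792 in male cells, while X had 18 and 15 peaks (0.105 and 0.0877 per Mb). With single-copy summits only, an alternative chosen after the data were seen, the ratio was 19.6 (8.22 to 56.9).

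Compared with all autosomes, X ranked 1 of 20 chromosomes by the change from male to female for all 4 targets. The log2 ratio of peaks per Mb on X was 4.45 for H3K9me2, where autosomes ran from −0.75 (chromosome 19) to 0.44 (chromosome 7). It was 4.36 for H3K9me3, with autosomes from −0.10 (chromosome 19) to 0.38 (chromosome 18), and 3.96 for H3K27me3, with autosomes from −0.13 (chromosome 14) to 0.24 (chromosome 16). For Setdb1 it was 1.25, with autosomes from −2.00 (chromosome 19) to −1.03 (chromosome 17). Rank 1 is the smallest share, 1 of 20, that this comparison can give.

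**Figure D2:**
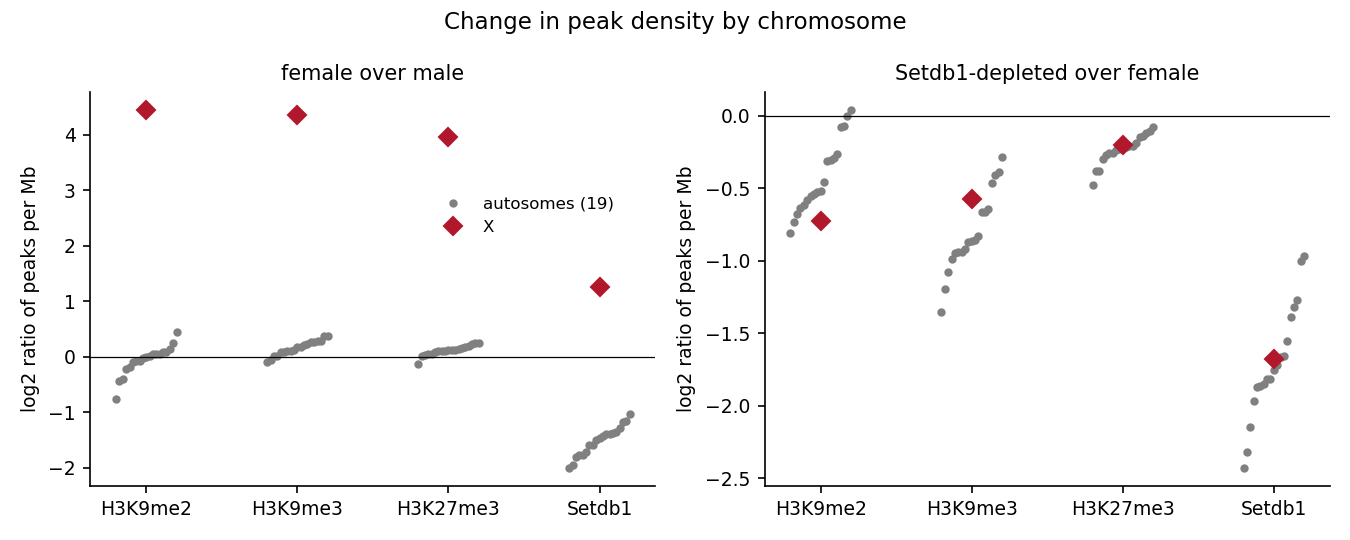
Log2 ratio of peaks per Mb for X (diamonds) and each of the 19 autosomes (points, ordered by value), for female over male cells on the left and Setdb1-depleted over female cells on the right, on different vertical scales. X lies above every autosome on the left, and on the right it lies within the range of the autosomes for all 4 targets.

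The comparison of Setdb1-depleted with female cells asks whether loss of Setdb1 removes peaks, and whether it does so more on X than elsewhere. Peaks on X fell by 39.5% for H3K9me2, to 185, and peaks on autosomes fell by 26.9%, to 1199. For H3K9me3 they fell by 32.9% on X, to 729, and fell by 40.4% on autosomes, to 3467. For H3K27me3 they fell by 13.1% on X, to 690, and fell by 14.2% on autosomes, to 6259. Setdb1 peaks themselves fell by 68.8% on X, to 35, and fell by 69.5% on autosomes, to 337. The fall was smaller among peaks with a q-value under 0.05, a restriction chosen after the data were seen, which numbered 18 in female and 15 in Setdb1-depleted cells on X and 136 and 95 on autosomes. The Setdb1-depleted lists rest on 2 pooled libraries and the female lists on 3. The header of the Setdb1 list of these cells names the non-silencing hairpin where the labels give the one against *Setdb1*.

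The odds of an X peak in Setdb1-depleted over female lists were 0.826 for H3K9me2 (95% interval 0.675 to 1.01), 1.13 for H3K9me3 (1.02 to 1.25), 1.01 for H3K27me3 (0.908 to 1.13) and 1.02 for Setdb1 (0.666 to 1.54). With the lists as deposited, only the H3K9me3 interval excluded 1, and its ratio fell to 0.907 under the stricter threshold and to 0.985 with equal numbers of the widest peaks. The H3K9me3 ratio was 1.14 (1.01 to 1.27) with neighbouring peaks merged. Without the densest window of X it was 1.08 (0.970 to 1.21), an interval that included 1. For H3K9me2 the ratio rose to 1.18 (0.807 to 1.73) under the stricter threshold, but was 0.796 (0.639 to 0.988) with neighbouring peaks merged and 0.774 (0.619 to 0.965) without the densest window of X, where the intervals excluded 1. For H3K27me3 it was 1.21 (1.075 to 1.36) with equal numbers of the widest peaks. X ranked 18 of 20 for H3K9me2, 5 for H3K9me3, 7 for H3K27me3 and 9 for Setdb1, counted from the chromosome with the smallest loss. By covered bases X ranked 1 for H3K27me3. The log2 ratios on X were −0.73, −0.58, −0.20 and −1.68 respectively. Autosomes ran from −0.81 (chromosome 14) to 0.04 (chromosome 15) for H3K9me2, from −1.35 (chromosome 18) to −0.28 (chromosome 7) for H3K9me3, from −0.48 (chromosome 18) to −0.08 (chromosome 9) for H3K27me3 and from −2.43 (chromosome 5) to −0.97 (chromosome 6) for Setdb1.

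Covered length does not depend on how broad regions are split. H3K27me3 covered 28.1% of X in female cells, 24.6% in Setdb1-depleted cells and 0.491% in male cells. H3K9me3 covered 13.6%, 9.36% and 0.611%, and H3K9me2 covered 3.43%, 2.34% and 0.222%. The 3 histone marks together covered 38.9% of the female X, 32.8% of the Setdb1-depleted X and 0.982% of the male X, against 14.4%, 10.9% and 13.0% of the autosomes. The stricter threshold moved the covered share of Setdb1 on female autosomes most, from 0.00556% to 0.00232%.

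**Figure D3:**
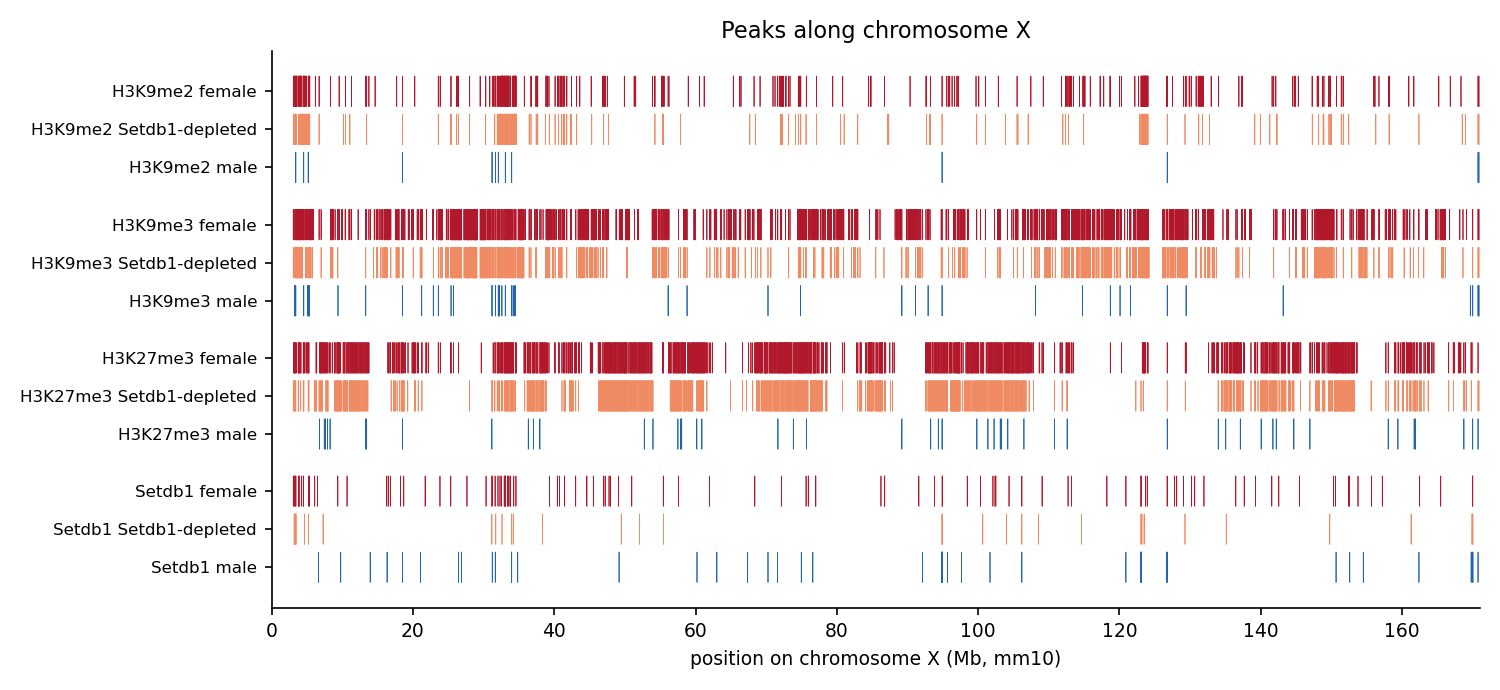
Positions of all peaks along chromosome X (Mb, mm10) for each target in female, Setdb1-depleted and male cells, with narrow peaks drawn wider than they are so that they can be seen. The female X holds 306 H3K9me2, 1086 H3K9me3, 794 H3K27me3 and 112 Setdb1 peaks, and the male X holds 14, 53, 51 and 47.

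The widest H3K9me2 peak of the female X spanned 190 kb (X, 31565001 to 31755000, from *Gm21883* to *Btbd35f25*), and the widest H3K9me3 peak spanned 350 kb (X, 33680001 to 34030000, from *Btbd35f14* to *Gm21870*). In Setdb1-depleted cells they spanned 180 kb (X, 33850001 to 34030000, from *Btbd35f6* to *Gm21870*) and 355 kb (X, 33675001 to 34030000, from *Btbd35f14* to *Gm21870*). In male cells they spanned 95 kb (X, 31155001 to 31250000, with no protein-coding gene) and 135 kb (X, 31125001 to 31260000, over *Spin2f*). The widest H3K27me3 peak spanned 860 kb in female cells (X, 12310001 to 13170000, from *Atp6ap2* to *Usp9x*), 905 kb in Setdb1-depleted cells (X, 11150001 to 12055000, from *H2al1a* to *Bcor*) and 45 kb in male cells (X, 94875001 to 94920000, with no protein-coding gene).

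Whether the marks share regions of the female X was asked with percent coverage of 50 kb bins. Bins lie along 1 chromosome and are not replicates, and 27 relations were computed over the 3 kinds of cells. H3K9me3 and H3K27me3 had a Pearson r of −0.0946 (permutation p 0.160, adjusted 0.240) and a Spearman rho of −0.103 (p 0.0740, adjusted 0.0951). Restricting the bins to those past 5 Mb with a histone peak moved this r most, to −0.443. That choice of bins leaves out those with neither mark, which lowers r by construction, so no p-value is given for it. H3K9me2 and H3K9me3 went together, with r of 0.520 and rho of 0.366 (both permutation p 0.000292, the smallest possible, adjusted 0.00113 and 0.000877). H3K9me2 and H3K27me3 had r of 0.0964 (permutation p 0.0883, adjusted 0.149) and rho of 0.104 (p 0.0155, adjusted 0.0310). On the Setdb1-depleted X, H3K9me3 and H3K27me3 had r of −0.124 (permutation p 0.116, adjusted 0.184) and rho of −0.167 (p 0.0251, adjusted 0.0399). On the male X, where H3K9me3 lay in 61 bins, their r was 0.277 and rho 0.163 (both permutation p 0.000292, adjusted 0.00113 and 0.000877).

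Protein-coding genes had a negative relation with H3K9me3, with r of −0.257 and rho of −0.278 (both permutation p 0.000292, adjusted 0.00113 and 0.000877). Their relation with H3K9me2 was weaker, with r of −0.0958 (permutation p 0.0190, adjusted 0.0401) and rho of −0.0627 (p 0.0661, adjusted 0.0892). With H3K27me3 it was positive, with r of 0.159 (permutation p 0.00819, adjusted 0.0221) and rho of 0.222 (p 0.00555, adjusted 0.0150). Pseudogenes had r of 0.122 with H3K9me3 (permutation p 0.00292, adjusted 0.00877) and rho of 0.0838 (p 0.000292, adjusted 0.000877). This r was 0.0306 (permutation p 0.142) when bins were scored as covered or not. With H3K9me2 and H3K27me3, pseudogenes had r of 0.0297 (permutation p 0.224) and 0.0148 (p 0.783), and rho of 0.0364 (p 0.105) and 0.0656 (p 0.0228, adjusted 0.0385).

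Peaks of the same mark were next matched between lists by position. Of the female H3K9me3 peaks, 44.6% on X (95% interval 41.6 to 47.6) and 33.3% on autosomes (32.1 to 34.6) overlapped a peak of the Setdb1-depleted list, where random rotations gave 16.1% and 5.28%. For H3K9me2 the shares were 35.6% on X (30.2 to 41.3) and 26.9% on autosomes (24.7 to 29.1), with 4.24% and 1.77% under rotations. For H3K27me3 they were 57.2% (53.7 to 60.6) and 58.8% (57.7 to 59.9), with 34.9% and 15.7% under rotations. In the male list, between 3.27% and 5.42% of the female X peaks of the 3 histone marks and between 35.0% and 61.3% of their autosomal peaks were found. The alternative that moved a share most was an overlap of at least 50%, under which the share of female X peaks of H3K27me3 found in the male list fell from 5.42% to 1.13%.

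Few Setdb1 peaks of the female and male lists were found in another list. On X and autosomes 62 female peaks were and 1154 were not, and 81 male peaks were and 3079 were not. The share was larger in the Setdb1-depleted list, where 51 peaks were and 321 were not. Of the female Setdb1 peaks, 2 of 112 on X (1.79%, 95% interval 0.217 to 6.30) and 21 of 1104 on autosomes (1.90%, 1.18 to 2.89) overlapped a peak of the Setdb1-depleted list. In the male list they were 1 of 112 on X (0.893%, 0.0226 to 4.87) and 53 of 1104 on autosomes (4.80%, 3.62 to 6.23). The highest mean share of female Setdb1 peaks under rotations was 0.0322%. Peaks found in another list were more often multi-copy, at 80.6% of 62 female peaks against 36.7% of the other 1154 (Fisher exact p 7.28e-12, adjusted 1.46e-11).

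Setdb1 peaks were narrow, with a median width of 102 bp in the female list and 101.5 bp in both other lists. Median fold enrichment over WCE was 3.94 (female), 4.00 (Setdb1-depleted) and 3.65 (male), from median pileups of 7, 8 and 6 reads. The largest change under peaks with −log10 p of at least 5 was in the fold enrichment of the male list, which became 4.25. A q-value under 0.05 was reached by 13.2% of female peaks (95% interval 11.4 to 15.2), 30.4% of Setdb1-depleted peaks (26.01 to 35.04) and 28.1% of male peaks (26.6 to 29.7), shares that depend on the depth and length of each list.

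The strongest autosomal Setdb1 peak was at the same place in all 3 lists, on chromosome 17 (4626160 to 4626602 in the female list), intergenic and 8713 bp from *4930517M08Rik*. Its −log10 p was 95.6 in female, 101.4 in Setdb1-depleted and 349.1 in male cells, and its summit was multi-copy in each list. A peak in an intron of *Ano2* on chromosome 6 (125876907 to 125877043 in the female list), with a single-copy summit, was also among the top 3 of each list, with −log10 p of 48.3, 67.5 and 140.6. The other top autosomal peaks lay 33862 bp from *Nyap2* on chromosome 1 (81375506 to 81375721, female, −log10 p 56.9), 776 bp from *Gm45063* on chromosome 6 (132463695 to 132463813, Setdb1-depleted, 48.3) and in an intron of *Camk2b* on chromosome 11 (6006248 to 6006606, male, 123.9).

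The top Setdb1 peaks of the female X lay in introns of *Mid1* (X, 169994541 to 169994674, −log10 p 18.6, and X, 170004492 to 170004610, 18.4) and 34347 bp from *Spin2-ps1* (X, 3871789 to 3871921, 8.79). In Setdb1-depleted cells they lay in an intron of *Gm6207* (X, 135120635 to 135120736, 14.96), in an untranslated region of *Mid1* (X, 169989646 to 169989757, 11.3) and at *Pgk1* (X, 106186927 to 106187229, 11.2). In male cells they lay at *Pgk1* (X, 106186711 to 106187247, 85.9), 11130 bp from *Gm15069* (X, 170758265 to 170758485, 21.1) and in an intron of *Ogt* (X, 101680542 to 101680688, 10.2). Of these 9 peaks on X, the first in *Mid1* and those at *Pgk1* had single-copy summits. The *Pgk1* peaks reached past the start of the gene (X, 106187100 to 106203699), and the female list had no Setdb1 peak there. The sequence of the retroviral vector was not used here, so reads from any vector sequence shared with *Pgk1* were not separated from reads of the gene. *Polrmt* on chromosome 10 (79736123 to 79746581) held a Setdb1 peak in female cells (79739358 to 79739467) and in male cells (79739257 to 79739642), and none in Setdb1-depleted cells.

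Within 1 kb of a transcription start lay 2 of 112 female X peaks of Setdb1 (1.79%, rotation permutation p 0.592) and 22 of 1104 female autosomal peaks (1.99%, p 0.335). In male cells 3.63% of 3113 autosomal peaks did, against 1.61% under rotations (permutation p 0.001, the smallest possible, adjusted 0.006). On the X of Setdb1-depleted cells 3 of 35 peaks did (8.57%), against 1.07% under rotations (permutation p 0.006, adjusted 0.018). The *Pgk1* peak, to which the limit on vector sequence applies, is among these 3, and the test was not repeated without it. The other 2 tests of this family, on Setdb1-depleted autosomes and the male X, had permutation p of 0.067 and 0.086 (both adjusted 0.129). The male X peaks near a start also include the one at *Pgk1*.

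Whether Setdb1 lies in methylated regions was asked by overlap within the same cells. On the female X, 47.3% of Setdb1 peaks (95% interval 37.8 to 57.0) lay within H3K9me3 peaks, against 13.7% under rotations, a ratio of 3.46. The shares were 30.4% against 3.53% for H3K9me2 and 49.1% against 28.7% for H3K27me3. On female autosomes they were 12.8% against 4.40% for H3K9me3, 5.71% against 1.24% for H3K9me2 and 12.1% against 10.5% for H3K27me3. Over the 18 tests of this family, the permutation p was 0.001, the smallest possible, with an adjusted value of 0.00113, for all but a pair of them. The exceptions were H3K27me3 on female autosomes (permutation p 0.114, adjusted 0.114) and H3K27me3 on the X of Setdb1-depleted cells (permutation p 0.023, adjusted 0.0244). Among peaks with −log10 p of at least 5, the ratio for H3K27me3 on female autosomes was 1.35 (permutation p 0.026).

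The alternative that moved these ratios most was the restriction to single-copy summits, chosen after the data were seen. On female autosomes 3.13% of 703 single-copy Setdb1 peaks and 2.67% of 9240 random single-copy positions lay within H3K9me3 peaks (Fisher exact p 0.468, adjusted 0.581). Of 401 multi-copy Setdb1 peaks 29.7% did, against 13.7% of 1751 random multi-copy positions (Fisher exact p 3.99e-13, adjusted 2.39e-12). On the female X 2 of 40 single-copy peaks (5.00%, 95% interval 0.611 to 16.9) and 70.8% of 72 multi-copy peaks lay within H3K9me3 peaks, against 7.17% and 29.6% of random positions. On male autosomes 3.91% of 2071 single-copy peaks did, against 1.94% of random positions (Fisher exact p 3.66e-08, adjusted 1.02e-07). On autosomes of Setdb1-depleted cells the shares were 6.13% of 163 and 1.84% (Fisher exact p 0.00162, adjusted 0.00291).

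**Figure D4:**
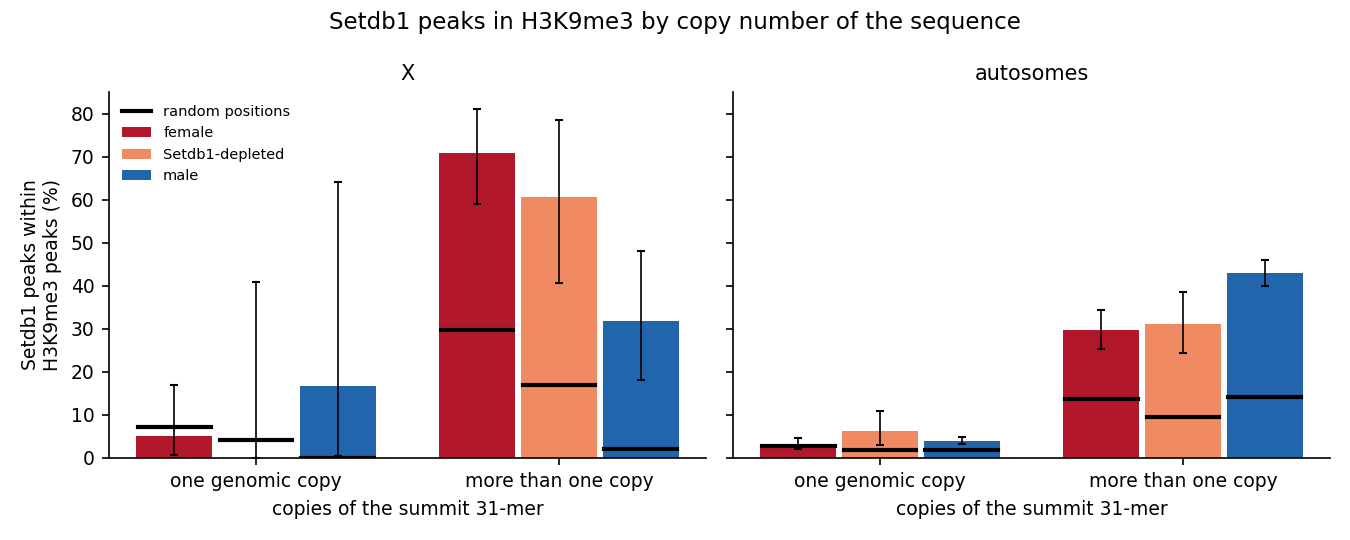
Percent of Setdb1 peaks within H3K9me3 peaks of the same cells, beside random positions of the same copy class, for single-copy and multi-copy summits, with exact 95% binomial intervals. On female autosomes single-copy peaks lay at 3.13% against 2.67% of random positions, and multi-copy peaks at 29.7% against 13.7%.

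Female H3K9 peaks that were lost or kept in Setdb1-depleted cells were compared for overlap with female H3K27me3 peaks. Lost means only that no peak of the Setdb1-depleted list overlapped the female peak. Many peaks of the Setdb1-depleted list in turn overlapped no female peak. On autosomes these were 743 of 1199 for H3K9me2 and 1493 of 3467 for H3K9me3, and on X 67 of 185 and 219 of 729. The lists therefore differed in both directions. For H3K9me2 on autosomes, 22.9% of 1199 lost and 57.3% of 440 kept peaks overlapped H3K27me3 (difference −34.3 percentage points, −2.61 under rotations, permutation p 0.001, the smallest possible, adjusted 0.004). For H3K9me2 on X the shares were 44.2% of 197 and 67.0% of 109 (permutation p 0.088, adjusted 0.117). For H3K9me3 they were 26.7% of 602 lost and 25.2% of 484 kept peaks on X (permutation p 0.363, adjusted 0.363), and 16.0% of 3880 and 20.7% of 1940 on autosomes (permutation p 0.046, adjusted 0.092). Lost peaks were narrower than kept ones, with medians of 10 and 20 kb for H3K9me2 on X, 15 and 20 kb for H3K9me3 on X, and 10 and 15 kb for both on autosomes. Among female peaks of at least 20 kb, the difference for H3K9me2 on X changed most, from −22.8 to −6.67 percentage points (permutation p 0.829), and that for H3K9me3 on X changed sign, from 1.54 to −5.37 (permutation p 0.795).

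The X inactivation centre, taken as X from 102460366 to 104483254, controls *Xist* expression. H3K27me3 covered 91.4% of it in female cells with 7 peaks, 91.1% in Setdb1-depleted cells with 9 peaks and 1.73% in male cells with 3 peaks. H3K9me3 covered 5.93% in female cells with 6 peaks and 2.47% in Setdb1-depleted cells with 4, and H3K9me2 covered 0.989% with 2 peaks and 0.494% with 1. Male cells had 0 peaks of either H3K9 mark there. Under the stricter threshold, the share covered by H3K9me2 was 0% in all 3 lists. Setdb1 had 2 peaks in the region in female cells (X, 102504490 to 102504590 and 104372632 to 104372768), 1 in Setdb1-depleted cells (X, 104023383 to 104023480) and 0 in male cells.

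*Xist* (X, 103460366 to 103483254) and *Ftx* (X, 103560907 to 103623790) overlapped 0 peaks of any list. H3K27me3 covered 100% of *Cdx4*, *Chic1*, *Nap1l2* and *Rlim* and 53.3% of *Tsix* (X, 103431517 to 103484957) in both female and Setdb1-depleted cells. In male cells it covered 93.6% of *Cdx4* (X, 103321398 to 103330592) and no other gene of this group. In Setdb1-depleted cells an H3K27me3 peak (X, 106175001 to 106195000) covered 47.6% of *Pgk1*, which had no H3K27me3 peak in the other lists, and the same limit on vector sequence applies.

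**Figure D5:**
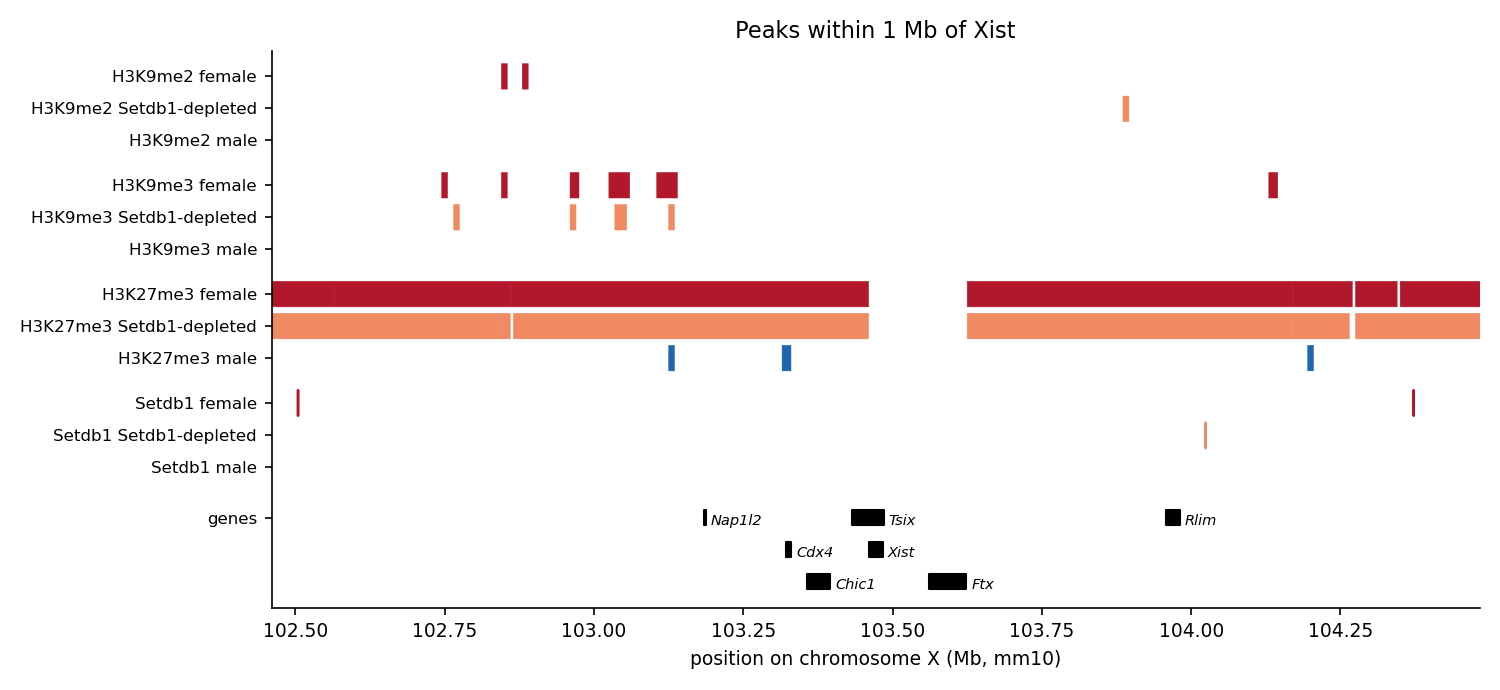
Peaks of each list within 1 Mb of *Xist* along chromosome X (Mb, mm10), with genes at the bottom and Setdb1 peaks drawn wider than they are. H3K27me3 covers 91.4% of the region in female cells and 91.1% in Setdb1-depleted cells, with *Xist* and *Ftx* left out.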

Values the study reported

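For percent coverage of 50 kb bins along the female X, the study gave a Pearson r of −0.25 between H3K9me3 and H3K27me3. It gave r of 0.37 between H3K27me3 and genes, and 0.33 between H3K9me3 and pseudogenes. Between genes and H3K9me2 or H3K9me3, r was −0.2 and −0.42. The study described its Setdb1 peaks as about 300 bp wide.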

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

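The test of Y summits was decided before its result was seen, but the number of random Y positions it is set against was raised afterwards for another comparison, and with the smaller first draw the difference had not passed 0.05. The comparison of scaffold summits with random scaffold positions was also added after the result was seen.

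Peaks on chromosome Y appeared in lists from female cells, which have no Y. The female lists held 4 H3K9me2, 9 H3K9me3, 5 H3K27me3 and 21 Setdb1 peaks there, the Setdb1-depleted lists held 4, 8, 5 and 8, and the male lists held 5, 16, 5 and 34. The report's comparisons of X with autosomes do not use this chromosome, whereas the medians and q-value shares given for whole Setdb1 lists include it. Of the 21 female Setdb1 summits on Y, 85.7% had a copy of their sequence elsewhere in the genome, against 58.3% of 614 random Y positions (Fisher exact p 0.0122). Reads shared between copies of a repeated sequence are therefore a candidate explanation for most of the Setdb1 peaks. The remaining summits had no identical copy off Y, where reads with mismatches, copies missing from the assembly or male cells in the culture could not be excluded. The histone peaks on Y were too wide for a summit and were not tested. No biological explanation was tested.

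The Setdb1 lists held 15 peaks on an unplaced scaffold in Setdb1-depleted cells and 86 in male cells, and 0 in female cells. Of the male scaffold summits 96.5% were multi-copy, against 78.5% of 1000 random scaffold positions (Fisher exact p 8.01e-06) and 33.5% of autosomal peaks (Fisher exact p 8.62e-35, adjusted 5.17e-34). All 15 summits in Setdb1-depleted cells were multi-copy. This is consistent with reads shared between repeat copies piling up on the scaffold. It does not explain why the female list, made from the most reads, had none, and the 3 WCE controls may differ in how many such reads they remove, which was not tested. The sex and Setdb1 level of the cells stay open, untested, as explanations of the difference between lists.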

How the results depend on the processing

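The tests with single-copy Setdb1 summits, with a q-value under 0.05 and with all genes except pseudogenes were chosen only after the results were seen, and the other alternatives before the data were examined. The rule that a density or covered share stays the same within 1.5 times was set after a first look at the values. Over 117 results and 274 alternatives, 176 values kept their direction and size or side of the threshold, 82 moved, 4 became weaker, 2 became stronger and 10 reversed. Unless a cause is given below, the cause was not tested. No paired analysis was possible because each group and target has 1 pooled list with no values per replicate, and for the same reason the replicate block and the fits that leave out each replicate were not run.

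The X excess of female over male cells stayed far above 1 under every alternative, from 10.1 to 29.3 for H3K9me2, 15.2 to 20.3 for H3K9me3, 10.2 to 51.5 for H3K27me3 and 5.89 to 19.6 for Setdb1. For H3K9me2 it moved to 10.1 under the stricter threshold and 12.8 with equal numbers of the widest peaks. For H3K27me3 it moved to 37.8 under the stricter threshold, 10.2 with neighbouring peaks merged and 51.5 by covered bases. With equal numbers of the widest peaks it was lower, at 12.4, and the cause was not tested. With single-copy summits the Setdb1 excess moved to 19.6, and with a q-value under 0.05 it was 6.99, mostly from autosomes, since X then had 18 female and 15 male peaks.

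The X excess of Setdb1-depleted over female cells had no stable direction. For H3K9me3 it reversed to 0.907 (95% interval 0.750 to 1.09) under the stricter threshold and to 0.985 with the widest peaks, and was 1.29 against the median autosome. For H3K9me2 it moved to 1.18 and 1.16 under the same first pair of settings, but was 0.796 (0.639 to 0.988) with peaks merged and 0.774 (0.619 to 0.965) without the densest window. For H3K27me3 it moved to 1.21 (1.075 to 1.36) with the widest peaks and 1.13 by covered bases, where X ranked 1 of 20 in place of 7. The cause was not tested.

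The stricter threshold lowers every density by construction, and the size of the drop differed between lists. For H3K9me2, peaks per Mb on X and autosomes moved to 0.468 and 0.150 (female), 0.380 and 0.103 (Setdb1-depleted) and 0.0526 and 0.171 (male). For H3K9me3 they moved to 2.19 and 0.556, 1.34 and 0.376, and 0.0994 and 0.492. For Setdb1 they moved to 0.316 and 0.184, 0.123 and 0.0686, and 0.164 and 0.613. For H3K27me3 the male X moved to 0.0819. The covered percent of X and autosomes moved to 1.86 and 0.545 (female) and 1.48 and 0.402 (Setdb1-depleted) for H3K9me2, and to 0.664 for male autosomes. For H3K9me3 it moved to 8.34 and 2.02, 5.77 and 1.51, and 0.380 and 1.87 in female, Setdb1-depleted and male cells. For Setdb1 it moved to 0.00394 and 0.00232, 0.00151 and 0.000808, and 0.00233 and 0.00880. For H3K27me3 the male X moved to 0.237. In the X inactivation centre the covered percent moved to 0 for H3K9me2 in both female and Setdb1-depleted cells and for H3K27me3 in male cells, to 3.46 and 0.989 for H3K9me3 in female and Setdb1-depleted cells, and to 0.00677 for Setdb1 in female cells.

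Among bins past 5 Mb with a histone peak, r has no valid p-value, because the marks themselves choose the bins and the shifts do not carry that choice. Its p-values were dropped after they had been seen. Leaving out bins with neither mark lowers r between marks by construction. There r was −0.443 for H3K9me3 with H3K27me3 and 0.443 with H3K9me2, and it reversed to −0.0288 for H3K9me2 with H3K27me3. With genes it was −0.100 for H3K9me2, −0.343 for H3K9me3 and 0.280 for H3K27me3. With pseudogenes it was 0.0140 for H3K9me2 and 0.111 for H3K9me3, and reversed to −0.0273 for H3K27me3. H3K9me2 with H3K27me3 rose to 0.105 (permutation p 0.0124) in 10 kb bins. With bins covered or not, H3K9me2 weakened to −0.0710 with genes (permutation p 0.0564) and reversed to −0.00640 with pseudogenes (p 1), and H3K9me3 weakened to 0.0306 with pseudogenes (p 0.142). The cause of these last changes was not tested. Relations of H3K9me3 with H3K9me2 and with genes, and of H3K27me3 with genes, stayed on the same side of the threshold in all settings with a p-value.

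With an overlap of at least 50%, fewer peaks count as found. The share of female peaks found in the Setdb1-depleted list moved to 41.1% on X and 30.7% on autosomes for H3K9me3, and to 51.4% and 55.2% for H3K27me3. In the male list it moved to 2.03% and 49.0% for H3K9me3, and to 1.13% and 59.6% for H3K27me3. Equal numbers of the strongest peaks gave 55.8% and 30.6% for H3K9me2, 56.4% and 43.4% for H3K9me3 and 69.2% and 64.8% for H3K27me3 in the Setdb1-depleted list. In the male list they gave 6.13% for H3K9me2 on X, 5.14% and 54.0% for H3K9me3, and 7.23% and 66.4% for H3K27me3. For Setdb1 on autosomes in the Setdb1-depleted list they gave 4.89%. The cause was not tested.

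With single-copy summits, the ratio of Setdb1 peaks within histone peaks to rotations reversed to 0 (permutation p 0.427) and 0.931 (p 0.880) for H3K9me2 on the female X and autosomes, and to 0.366 (p 0.178) and 0.722 (p 0.144) for H3K9me3. For H3K27me3 on X it weakened to 1.38 (permutation p 0.161). Rotations place peaks on sequence of any copy number, so for the H3K9 marks this comparison lowers the ratio by its construction. Random single-copy positions are the matched comparison. For H3K27me3 on X the construction does not lower the ratio, since 35.1% of random single-copy positions lay within it, against 28.7% under rotations. There 40.0% of the 40 single-copy peaks did (Fisher exact p 0.611 against the random positions). With −log10 p of at least 5, H3K27me3 on autosomes strengthened to 1.35 (permutation p 0.026), and the cause was not tested. Among female peaks of at least 20 kb, the lost minus kept share within H3K27me3 shrank to −6.67 for H3K9me2 on X (permutation p 0.829), reversed to −5.37 for H3K9me3 on X (permutation p 0.795) and weakened in significance to −4.94 on autosomes (p 0.260), with fewer peaks tested. For H3K9me2 on autosomes it was larger there, at −45.1 (permutation p 0.001, the smallest possible), and with an overlap of at least 50% that for H3K9me3 on autosomes was −5.61 (permutation p 0.005).

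The Setdb1 lists rest on median pileups of 6 to 8 reads, which limits which sites a list can hold, and comparisons of histone lists have no depth per library to set them against.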

Other observations

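The tests of read number behind the Setdb1 lists, of q-values under 0.05 outside H3K9me3, and of multi-copy sequence in H3K9me3 were chosen only after the result was seen, as was the comparison of the X window with random positions of that window.

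The scarcity of histone peaks on the male X may come in part from its single copy, which gives fewer reads per window. Among autosomal female H3K9me3 peaks whose H3 density in the male pool was as low as that of X peaks, 56.5% of 796 were found in the male list, against 3.59% of X peaks. For H3K9me2 and H3K27me3 the matched shares were 60.7% and 47.7%. Matched autosomal peaks were however already thin in the female H3 pool, at 7.42 reads per kb against 13.4 for X peaks, and had been called there, so they are not what an X peak at lower dosage would be. The effect of dosage and that of the inactive X cannot be told apart by this test, because no autosome is known to differ in copy number. The copy number of single autosomes was not tested. Whether the H3 control of a call came from the same cells is also open. The inactive X, present only in female cells, is a biological explanation that was not tested here. The study split female reads by allele and reported enrichment on the inactive over the active X for H3K27me3 and H3K9me3. For H3K9me2 it found no significant enrichment, at peaks with the fewest bases that differ between the strains. Its immunofluorescence placed both H3K9 marks at the inactive X in nearly all cells.

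More autosomal Setdb1 peaks in male than in female cells cannot come from more reads, since the male call had 12320583 reads after down-sampling, the fewest of the 3. The smaller list of Setdb1-depleted cells came from fewer reads than the female one, 14405821 against 18134299, and read number and Setdb1 level cannot be told apart for this pair. The male call, with fewer reads still, gave 3310 peaks in all, but it is another immunoprecipitation from other cells and excludes nothing here. Differences in enrichment between immunoprecipitations, in WCE libraries, in sex and in the hairpin of the Setdb1-depleted list, which header and labels name differently, stay open as explanations, and could not be tested with 1 list per group.

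The loss of histone peaks in Setdb1-depleted cells may reflect the shallower pool of 2 libraries. Among lost autosomal H3K9me3 peaks 52.1% had the smallest width of 10 kb, against 23.1% of kept ones, as would be seen if calls near the limit drop out. The same pattern appeared for female peaks not found in the male list, where 53.0% of lost and 32.2% of kept peaks had that width. The male list pools 3 libraries, but its H3 pool had 71.8% of the female depth, and the Setdb1-depleted H3 pool had 61.6%. The pattern was therefore not limited to the Setdb1-depleted list, but both lists have shallower H3 pools than the female one. Loss of methylation and loss of depth cannot be told apart here because the depth of the mark libraries is not in the files.

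Setdb1 peaks of the female X were concentrated between 30 and 35 Mb, where 17 of 112 lay in 2.92% of the chromosome, and the widest H3K9me2 and H3K9me3 peaks lie there too. All 17 summits (100%) were multi-copy, against 57.9% of the other X summits (Fisher exact p 0.00051, adjusted 0.00051). Random positions of the window were 94.7% multi-copy (Fisher exact p 1 against the peaks). Shared reads and binding to this repeated region cannot be told apart, since almost any position there is multi-copy.

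Of 62 female Setdb1 peaks found in another list, 50 (80.6%) were multi-copy, against 36.7% of the others, a pattern that reads shared between repeat copies could produce. The lists also differ in sex and Setdb1 level, and the shared single-copy peaks stay unexplained by this.

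Whether Setdb1 peaks outside H3K9me3 are calls near the detection limit was asked with the q-value. On female autosomes, 20.6% of peaks with a q-value under 0.05 lay within H3K9me3, against 11.7% of the others (Fisher exact p 0.00574, adjusted 0.0103). Within each copy class the female difference was not past the threshold (single-copy 5.88% against 2.99%, Fisher exact p 0.288, multi-copy 25.5% against 31.1%, p 0.317). In male cells it held within both, at 10.3% against 2.66% (Fisher exact p 4.75e-09) and 50.8% against 37.0% (p 9.77e-06). In Setdb1-depleted cells it was past the threshold in neither, at 9.09% against 5.67% (Fisher exact p 0.626) and 32.9% against 29.7% (p 0.740). For female cells, weak calls and copy number therefore cannot be told apart. Weak calls cannot be the whole cause, since 108 female autosomal peaks with a q-value under 0.05 lay outside H3K9me3.

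The excess of Setdb1 peaks in H3K9me3 on female autosomes came from multi-copy summits. If multi-copy sequence lay in H3K9me3 wherever it is placed, random multi-copy positions would do so as often as the peaks, but 29.7% of multi-copy Setdb1 peaks did, against 13.7% of random ones. The random positions were not matched on the number of copies, so a bias towards sequences of many copies may remain. A candidate explanation is that Setdb1 was detected at H3K9me3-marked repeats, with reads shared between their copies adding sites that hold no Setdb1 themselves. Single-copy peaks showed no detectable excess in female cells (3.13% against 2.67%) and an excess in male and Setdb1-depleted cells, and the difference between cells was not tested.

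The r of H3K9me3 with H3K27me3 over all 50 kb bins was −0.0946. That is closer to 0 than the value quoted from the study above, whereas the r over bins chosen for holding a mark is farther from 0 and is lowered by that choice. The r of H3K27me3 with protein-coding genes was 0.159, and of H3K9me3 with pseudogenes 0.122. Both are lower than the values quoted above. The r of protein-coding genes with H3K9me2 was −0.0958 and with H3K9me3 −0.257. Both are closer to 0 than the values quoted above. The study took positions of genes and pseudogenes from Seqmonk and GENCODE release M21 was used here, so the annotations may differ. With all annotated genes except pseudogenes, r was 0.165 for H3K27me3, −0.104 for H3K9me2 and −0.254 for H3K9me3. The median Setdb1 peak width was 102 bp. That is lower than the width quoted above.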
